# Low-cost, low-input RNA-seq protocols perform nearly as well as high-input protocols

**DOI:** 10.7717/peerj.869

**Published:** 2015-03-26

**Authors:** Peter A. Combs, Michael B. Eisen

**Keywords:** RNAseq, Single cell, Protocols, Linear output

## Abstract

Recently, a number of protocols extending RNA-sequencing to the single-cell regime have been published. However, we were concerned that the additional steps to deal with such minute quantities of input sample would introduce serious biases that would make analysis of the data using existing approaches invalid. In this study, we performed a critical evaluation of several of these low-volume RNA-seq protocols, and found that they performed slightly less well in per-gene linearity of response, but with at least two orders of magnitude less sample required. We also explored a simple modification to one of these protocols that, for many samples, reduced the cost of library preparation to approximately $20/sample.

## Introduction

Second-generation sequencing of RNA (RNA-seq) has proven to be a sensitive and increasingly inexpensive approach for a number of different experiments, including annotating genes in genomes, quantifying gene expression levels in a broad range of sample types, and determining differential expression between samples. As technology improves, transcriptome profiling has been able to be applied to smaller and smaller samples, allowing for more powerful assays to determine transcriptional output. For instance, our lab has used RNA-seq on single *Drosophila* embryos to measure zygotic gene activation (Lott et al., 2011) and medium-resolution spatial patterning (Combs & Eisen, 2013). Further improvements will allow an even broader array of potential experiments on samples that were previously too small.

For instance, over the past few years, a number of groups have published descriptions of protocols to perform RNA-seq on single cells (typically mammalian cells) (Tang et al., 2009; Ramsköld et al., 2012; Sasagawa et al., 2013; Hashimshony et al., 2012; Islam et al., 2011). A number of studies, both from the original authors of the single-cell RNA-seq protocols and from others, have assessed various aspects of these protocols (such as the lower limit of detection, strand specificity, and uniformity of coverage), both individually and competitively (Levin et al., 2010; Bhargava et al., 2014; Wu et al., 2014; Marinov et al., 2013). One particularly powerful use of these approaches is to sequence individual cells in bulk tissues, revealing different states and cellular identities (Buganim et al., 2012; Treutlein et al., 2014).

However, we felt that published descriptions of single-cell and other low-volume protocols did not adequately address whether a change in concentration of a given transcript between two samples would result in a proportional change in the FPKM (or any other measure of transcriptional activity) between those samples. While there are biases inherent to any protocol, we were concerned that direct amplification of the mRNA would select for PCR compatible genes in difficult to predict, and potentially non-linear ways. For many of the published applications of single cell RNA-seq, this is not likely a critical flaw, since the clustering approaches used are moderately robust to quantitative changes. However, to measure spatial and temporal activation of genes across an embryo, it is important that the output is monotonic with respect to concentration, and ideally linear. A linear response allows for more easily interpretable experimental results, without necessarily relying on complicated transformations of the data.

While it is possible to estimate absolute numbers of cellular RNAs from an RNA-seq experiment, doing so requires spike-ins of known concentration and estimates of total cellular RNA content (Mortazavi et al., 2008; Lin et al., 2012). However, many RNA-seq experiments do not do these controls, nor are such controls strictly necessary under reasonable, though often untested, assumptions of approximately constant RNA content. While ultimately absolute concentrations will be necessary to fully predict properties such as noise tolerance of the regulatory circuits (Gregor et al., 2007; Gregor et al., 2005), many current modeling efforts rely only on scaled concentration measurements, often derived from *in situ*-hybridization experiments (Garcia et al., 2013; Ilsley et al., 2013; He et al., 2010). Given that, we felt it was not important that different protocols should necessarily agree on any particular expression value for a given gene, nor are we fully convinced that absolute expression of any particular gene can truly reliably be predicted in a particular experiment.

In order to convince ourselves that data generated from limiting samples would be suitable for evaluating the spatial distribution of gene expression or other experiments where a linear response is necessary for proper interpretation of the data, we evaluated several protocols for performing RNA-seq on extremely small samples. We also investigated a simple modification to one of the protocols that reduced sample preparation cost per library by more than 2-fold. This study provides a single, consistent comparison of these diverse approaches, and shows that in fact all data from the low-volume protocols we examined are usable in similar contexts to the earlier bulk approach.

## Methods

### RNA extraction, library preparation, and sequencing

We performed RNA extraction in TRIzol (Life Technologies, Grand Island, New York, USA) according to manufacturer instructions, except with a higher concentration of glycogen as carrier (20 ng) and a higher relative volume of TRIzol to the expected material (1 mL, as in Lott et al. (2011) and Combs & Eisen (2013)). We quantified RNA concentrations using a fluorometric Qubit RNA HS assay (Life Technologies, Grand Island, New York, USA).

TruSeq libraries were prepared with the “TruSeq RNA Sample Preparation Kit v2” (Illumina Cat.#RS-122-2001) according to manufacturer instructions, except for the following modifications. All reactions were performed in half the volume of reagents. We find that this increases the effective concentration of RNA and cDNA. We performed all reactions and cleanups in 8-tube PCR strip tubes, which allowed us to reduce the volume of Resuspension Buffer to minimize volume left behind after each cleanup.

Clontech libraries were prepared with the “Low Input Library Prep Kit” (Clontech Cat.#634947). We generated cDNA by using TruSeq reagents until the cDNA synthesis step. Then, we used the Low Input Library Prep Kit to modify the cDNA into sequencing-competent libraries. We assume that a similar cDNA synthesis could be performed using oligo dT Dynabeads, RNA fragmentation reagents, and Superscript II (Life Technologies, Grand Island, New York, USA), for an approximate cost per sample of $15, but have not directly tested this with the Clontech reagents.

TotalScript libraries were prepared with the “TotalScript RNA-Seq Kit” and “TotalScript Index Kit” (Epicentre Cat.#TSRNA1296 and TSIDX12910). We followed the manufacturer’s instructions, and used the oligo dT priming option. We performed the mixed priming option in parallel, which yielded approximately 4-fold more library, but did not sequence them due to concerns of ribosomal contamination.

SMARTseq2 libraries were prepared according to the protocol in Picelli et al. (2014). Because we had already extracted and mixed the RNA, we began at step 5 with 3.7 µL of dNTPs and 1 µL of 37 µM oligo dT primer, yielding the same concentration of primer and oligo as originally reported. We used 18 cycles for the preamplification PCR in step 14, added 1 ng of cDNA to the Nextera XT reactions in step 28, and used 6 and 8 cycles for the final enrichment in step 33 (experiments 2 and 3, respectively).

Libraries were quantified using a combination of Qubit High Sensitivity DNA (Life Technologies, Grand Island, New York, USA) and Bioanalyzer (Agilent Technologies, Sunnyvale, California, USA) readings. Total yield *Y* in *femtomoles* was estimated using Qubit concentration *C* measured in (ng/µL), total volume *V* in µL, average size *S* in bp,

(1) }{}\begin{eqnarray*} Y[\text{fmole}]=C[\mathrm{ng}/\mathrm{\mu} \mathrm{L}]\cdot 1{0}^{-9}\text{[g/ng]}\cdot V[\mathrm{\mu} \mathrm{L}]\cdot 1{0}^{15}[\text{fmole}/\text{mole}]\div 608.9[\mathrm{g}/\text{mole}]\div S\text{[bp]}. \end{eqnarray*}

We then pooled libraries to equalize index concentration before sequencing.

Due to a pooling error in experiment 2 where non-concentration normalized tubes were mistakenly used instead of the normalized samples, the TruSeq libraries were included at much higher abundance. Pooled libraries were then submitted to the Vincent Coates Genome Sequencing Laboratory for 50bp single-end sequencing according to standard protocols for the Illumina HiSeq 2500. Bases were called using HiSeq Control Software v1.8 and Real Time Analysis v2.8.

### Mapping and quantification

Reads were mapped using STAR (Dobin et al., 2012) to a combination of the FlyBase reference genome version 5.54 for *D. melanogaster* and *D. virilis* (McQuilton, St. Pierre & Thurmond, 2012). We randomly sampled the mapped reads to use an equal number in each sample compared. We used HTSeq (command line options htseq-count --idattr='gene_name' --stranded=no --sorted=pos) to count absolute read abundance per gene (Anders, Pyl & Huber, 2014). All custom analysis software is available at https://github.com/eisenlab/SliceSeq, and is primarily written in Python (Cock et al., 2009; Hunter, 2007; Jones et al., 2001; Perez & Granger, 2007). Commit c6b3d3e was used to perform all analyses in this paper.

### Simulation of Experiment 2

We wrote a Python script that simulated Experiment 2 assuming only uncorrelated counting noise in the number of reads per gene. The read counts from the sample with 20% *D. virilis* and the TruSeq protocol was used to generate the base probabilities. *D. virilis* gene probabilities were adjusted downwards, and the remaining probability was assigned evenly to the *D. melanogaster* genes. The SciPy function stats.multinomial was used to simulate read counts, assuming an equal number of reads as in the original experiment. Gene expression levels were normalized using Eq. (2), as in the actual experiment.

## Results

### Experiment 1: evaluation of Illumina TruSeq

In our hands, the Illumina TruSeq protocol has performed extremely reliably with samples on the scale of 100 ng of total RNA, the manufacturer recommended lower limit of the protocol. However, attempts to create libraries from much smaller samples yielded low complexity libraries, corresponding to as much as 30-fold PCR duplication of fragments (Text S1). Anecdotally, less than 5% of libraries made with at least 90 ng of total RNA yielded abnormally low concentrations, which we observed correlated with low complexity (Data not shown). To determine the lower limit of input needed to reliably produce libraries, we attempted to make libraries from 40, 50, 60, 70, and 80 ng of *Drosophila* total RNA, each in triplicate. Yields are shown in Table 1.

**Table 1:** Total TruSeq cDNA library yields made with a given amount of input total RNA. Yields measured by Nanodrop of cDNA libraries resuspended in 25 µL of EB. The italicized samples were near the lower limit of detection, and when analyzed with a Bioanalyzer, showed abnormal size distribution of cDNA fragments.

Amount input RNA	Replicate A	Replicate B	Replicate C
40 ng	*57 ng*	425 ng	672 ng
50 ng	435 ng	768 ng	755 ng
60 ng	*115 ng*	663 ng	668 ng
70 ng	300 ng	593 ng	653 ng
80 ng	468 ng	550 ng	840 ng

We considered the two libraries with lower than usual concentration to be failures. Although there is detectable material post-amplification, the size distributions as measured by Bioanalyzer of these libraries is significantly different than known good libraries and manufacturer provided documentation (Fig. S1). In our experience, sequencing libraries with much lower than usual yield and abnormal size distributions has yielded libraries with low complexity and poor correlation to replicates.

While a failure rate of approximately 1 in 3 might be acceptable for some purposes, we ultimately wanted to perform RNA sequencing on precious samples, where a failure in any one of a dozen or more libraries would necessitate regenerating all of the libraries. Furthermore, due to the low sample volumes involved (less than approximately 500 pg of poly-adenylated mRNA), common laboratory equipment is not able to determine the particular point in the protocol where the failures occurred.

It is clearly possible to use less than the manufacturer suggested amount of input RNA. Thus, we consider 70 ng of total RNA to be the conservative lower limit to the protocol. While this is about 30% smaller than the manufacturer suggests, it is still several orders of magnitude larger than we needed it to be. We therefore considered using other small-volume and “single-cell” RNA-seq kits, which often use a pre-amplification step that is known to influence estimation of absolute levels (Picelli et al., 2013).

### Experiment 2: competitive comparison of low-volume RNAseq protocols

We first sought to determine whether the low-volume RNAseq protocols available faithfully recapitulate linear changes in abundance of known inputs, even if absolute levels are not directly comparable to other protocols. 

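Experiment 2 comprised 16 libraries, with 1 library for each of the 4 mixtures in each of 4 protocols, so that no protocol had a replicate at any mixture. The RNA came from pooled embryos. The authors mapped single-end reads of 50 bp to both genomes together and counted the reads on each gene, and they deposited these counts without normalization, at full depth and again after random sampling to equal depth. The deposited columns carry the label FPKM, but they hold whole numbers that include the counting program's 5 categories of reads outside genes, and they were read as counts. At full depth, the reads counted on genes ranged from 19439195 to 55068293 (median 31141065) over the TruSeq libraries. They ranged from 2763431 to 8187282 (median 3524157.5) for Clontech, from 1605398 to 3657910 (median 2721078) for TotalScript and from 1840644 to 2035498 (median 1999347) for SMART-seq2. The paper's own numbers of mapped reads were 22589083 to 64024881 for TruSeq, 3374520 to 9527023 for Clontech, 2237330 to 5740496 for TotalScript and 2297087 to 2444568 for SMART-seq2, and the values below use the counts on genes. Of the 28126 genes in the sampled counts, 14333 were D. virilis genes, named with the prefix Dvir. Each D. virilis gene with at least 20 reads in the 20% library was normalized by the weighted average over the mixtures and fitted by ordinary least squares against the percentage of D. virilis RNA, and no further scaling between libraries was applied to the sampled counts. In the fits at full depth, the counts were divided by each library's total on genes. Every SD is over genes, and genes are not replicates, so no p-value was computed across genes. Confidence intervals and simulations cover counting error only.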

We generated synthetic spike-ins by combining *D. melanogaster* and *D. virilis* total RNA in known, predefined proportions of 0, 5, 10, and 20% *D. virilis* RNA. For each of the low-volume protocols, we used 1 ng of total RNA as input, whereas for the TruSeq protocol we used 100 ng.

Although pre-defined mixes of spike-in controls have been developed and are commercially available (Jiang et al., 2011), we felt it was important to ensure that a given protocol would function reproducibly with natural RNA, which almost certainly has a different distribution of 6-mers, which could conceivably affect random cDNA priming and other amplification effects. Furthermore, our spike-in sample more densely covers the approximately 10^5^ fold coverage typical of RNA abundances. It should be noted, however, that our sample is not directly comparable to any other standards, nor is the material of known strandedness. We assumed that the majority of each sample is from the standard annotated transcripts, but did not verify this prior to library construction and sequencing.

We then estimated yield by measuring concentration in ng/µL with a Qubit High Sensitivity DNA assay and average fragment size with a Bioanalyzer High Sensitivity chip. The different protocols had a variation in yield of libraries from between 6 fmole (approximately 3.6 trillion molecules) and 2,400 femtomoles, with the TruSeq a clear outlier at the high end of the range, and the other protocols all below 200 fmole (Table 3). While the number of PCR cycles in the final enrichment steps can be adjusted, all of these quantities are sufficient to generate hundreds of millions of reads—far more than is typically required for an RNA-seq experiment. We pooled the samples, attempting equimolar fractions in the final pool; however, due to a pooling error, we generated significantly more reads than intended for the TruSeq protocol, and correspondingly fewer in the other protocols. 

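After the random sampling, every library held 2559187 alignments, a total that included alignments of reads that mapped to more than 1 place. Such alignments made up 5.97 to 41.2% of a library, and the part counted on genes ranged from 47.3 to 82.7% over all 26 deposited libraries. The reads counted on genes therefore still differed between protocols. They ranged from 2067605 to 2116639 (median 2093249.5) for TruSeq, from 1895608 to 2092437 (median 2006579.5) for Clontech, from 1210514 to 1476100 (median 1314987) for TotalScript and from 1840746 to 1957549 (median 1916270.5) for SMART-seq2.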

Unless otherwise noted, we therefore sub-sampled the mapped reads to the lowest number of mapped reads in any library in order to provide a fair comparison between protocols.

We were interested in the fold-change of each *D. virilis* gene across the four libraries, rather than the absolute abundance of any particular gene. Therefore, after mapping and gene quantification, we normalized the abundance *A_ij_* of every gene *i* across the *j* = 4 libraries by a weighted average of the quantity *Q_j_* of *D. virilis* in library *j*, as show in Eq. (2). Thus, within a given gene, a linear fit of }{}${\hat {A}}_{i j}$ vs. *Q_j_* should have a slope of one and an intercept of zero. As expected, this normalized abundance increased with increasing *D. virilis* concentration (Fig. S2).

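In the sampled counts, the share of D. virilis among the reads on genes was 2.42% (2.40 to 2.44%) in the 5% TruSeq library, 4.57% (4.54 to 4.59%) in the 10% library and 9.45% (9.41 to 9.49%) in the 20% library, with 95% Wilson intervals in parentheses. For Clontech the shares in the same order were 1.64% (1.63 to 1.66%), 4.22% (4.19 to 4.25%) and 7.69% (7.65 to 7.73%). For TotalScript they were 2.72% (2.70 to 2.75%), 3.00% (2.97 to 3.03%) and 7.16% (7.12 to 7.21%), and for SMART-seq2 1.96% (1.94 to 1.98%), 3.94% (3.92 to 3.97%) and 8.17% (8.14 to 8.21%). The share thus rose at every step in every protocol, and the smallest step was the one from 5 to 10% in TotalScript. At full depth the share in the 20% TruSeq library was 9.40%, outside the interval of the sampled counts. In the 0% libraries, D. virilis genes took 0.0243% (0.0223 to 0.0265%) of the reads in TruSeq, 0.0205% (0.0186 to 0.0227%) in Clontech, 0.0375% (0.0344 to 0.0409%) in TotalScript and 0.0122% (0.0107 to 0.0139%) in SMART-seq2.

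Among the 686 D. virilis genes with at least 20 reads in the 20% library of each of the 6 protocols of experiments 2 and 3, the highest mean count over these libraries was that of Dvir\GJ11479, whose TruSeq counts at 0, 5, 10 and 20% were 1, 297, 471 and 1054. Dvir\Hsp83 followed, with TruSeq counts of 0, 382, 787 and 1647, and in TotalScript its counts of 5, 394, 162 and 420 did not follow the order of the mixtures. Dvir\GJ17887 had 2, 479, 839 and 1832 in TruSeq and 3, 257, 161 and 366 in TotalScript. The D. virilis genes with the most reads in the 0% libraries at full depth, summed over the 6 protocols of both experiments, were Dvir\GJ23499 with 527 reads, Dvir\GJ22386 with 455 and Dvir\GJ17036 with 442. The counts of Dvir\GJ17036 were 9, 5, 11 and 5 in TruSeq and 4, 15, 9 and 16 in Clontech.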

(2) }{}\begin{eqnarray*} {\hat {A}}_{i j}={A}_{i j}\div \frac{\sum _{j}{Q}_{j}{A}_{i j}}{\sum _{j}({Q}_{j})^{2}}. \end{eqnarray*}

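At least 20 reads in the 20% library were found for 2921 D. virilis genes in TruSeq, 2379 in Clontech, 1178 in TotalScript and 2407 in SMART-seq2. At least 1 read in the 20% TruSeq library was found for 6609 D. virilis genes, of which 6607 were fitted in the alternative with a minimum of 1 read. The main fit used the 2921 genes.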

We then filtered the *D. virilis* genes for those with at least 20 mapped fragments in the library with 20% *D. virilis*, then calculated an independent linear regression and the Pearson correlation coefficient between the expected and measured concentration of *D. virilis* for each of those genes. As shown in Fig. 1A and Fig. S3, this can be thought of as plotting the measured and known values, then fitting a line for each gene. As expected, for every protocol, the mean slope was 1 (*t*-test, *p* < 5 × 10^−7^ for all protocols). Similarly, the average intercepts for all protocols was 0 (*t*-test, *p* < 5 × 10^−7^ for all protocols). Also unsurprisingly, the TruSeq protocol had a noticeably higher mean correlation coefficient (0.98 ± 0.02) than any of the other protocols (0.95 ± 0.06, 0.92 ± 0.09, and 0.95 ± 0.06 for Clontech, TotalScript, and SMART-seq2, respectively). 

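The slope averaged 1.01 ± 0.0710 (SD over genes) in TruSeq, 1.01 ± 0.121 in Clontech, 0.953 ± 0.130 in TotalScript and 1.03 ± 0.123 in SMART-seq2. The percentage of genes with a slope above 1 was 53.9% in TruSeq, 57.7% in Clontech, 38.5% in TotalScript and 62.4% in SMART-seq2. In 1000 multinomial simulations of each protocol, the mean slope stayed between 0.990 and 1.00 for TotalScript and between 0.999 and 1.01 for SMART-seq2, and the measured means lay outside these ranges. The measured mean of Clontech also lay outside its simulated range, of 0.994 to 1.00, whereas that of TruSeq lay inside. Leaving out the 0% library widened the spread most, to an SD of 0.175 in TruSeq. This widening follows from the normalization. Dropping a library with almost no D. virilis reads multiplies every gene's deviation from a slope of 1 by nearly the same factor. Without the 0, 5, 10 and 20% library in turn, the percentage of genes with a slope above 1 was 55.1, 56.1, 50.4 and 47.4% in TruSeq, 58.3, 45.0, 66.0 and 78.9% in Clontech, 39.3, 77.2, 22.2 and 10.1% in TotalScript and 62.7, 61.7, 61.3 and 65.8% in SMART-seq2. The mean slope of TotalScript was then 0.892, 1.05, 0.920 and 0.851. For TruSeq, Clontech, TotalScript and SMART-seq2, the percentage of genes with a slope above 1 was 39.8, 51.3, 37.2 and 56.8% with TMM scaling on the D. melanogaster genes, 39.8, 50.5, 37.2 and 56.9% with DESeq2 scaling on these genes, 49.1, 47.7, 29.2 and 51.6% with a minimum on the sum of the libraries and 55.5, 57.1, 56.2 and 60.2% with the measured shares as mixtures, the last chosen after seeing the data.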

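The intercept averaged -0.110 ± 1.06 (SD over genes) in TruSeq, -0.220 ± 1.82 in Clontech, 0.707 ± 1.95 in TotalScript and -0.508 ± 1.84 in SMART-seq2, in percent of D. virilis RNA. After the normalization of Eq. (2), a gene's intercept is fixed by its slope, since it equals 15 times the difference between 1 and the slope, where 15 is the sum of the squared mixtures over their sum. The fitted intercepts met this relation to within 4.44e-15 in TruSeq, so they hold no information beyond the slopes. Without the 0, 5, 10 and 20% library in turn, the mean intercept was -0.349, -0.143, 0.00912 and 0.0198 in TruSeq, -0.624, 0.296, -0.392 and -0.543 in Clontech, 1.62, -0.812, 1.355 and 1.24 in TotalScript and -1.30, -0.459, -0.227 and -0.333 in SMART-seq2, so that leaving out a library changed its sign in TruSeq, Clontech and TotalScript. Over all the alternatives set in advance, it ranged from -0.349 to 0.274 in TruSeq, -0.624 to 0.374 in Clontech, -0.812 to 1.73 in TotalScript and -1.30 to 0.181 in SMART-seq2, and thus took both signs in each.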

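Over the genes that passed in each protocol, the correlation coefficient averaged 0.983 ± 0.0199 (SD over genes) in TruSeq, 0.952 ± 0.0609 in Clontech, 0.924 ± 0.0936 in TotalScript and 0.949 ± 0.0570 in SMART-seq2. It reached at least 0.9 for 99.01% of the genes in TruSeq, 88.1% in Clontech, 76.5% in TotalScript and 86.2% in SMART-seq2. Among genes that passed in both protocols of a pair, TruSeq had the higher coefficient for 74.8% of 2096 genes against Clontech, 84.2% of 888 against TotalScript and 76.0% of 1956 against SMART-seq2. The difference between TruSeq and TotalScript moved most between alternatives, from 0.0589 to 0.142 with a minimum of 1 read and to 0.0117 without the 5% library. Without the 10% library, the difference to Clontech fell from 0.0312 to 0.00822 and that to SMART-seq2 from 0.0342 to 0.0105.

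Among the genes that passed in every protocol of both experiments, those with the lowest coefficients in TruSeq lay close to the minimum count. Dvir\GJ19389, with 22 reads in the 20% library, had a coefficient of 0.878. For Dvir\GJ24646 the coefficient was 0.891 with 21 reads, and for Dvir\GJ22699 it was 0.899 with 22 reads.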

The mean correlation coefficient was statistically and practically indistinguishable between the Clontech libraries and the SMART-seq2 libraries (*t*-test *p* = .11, Fig. 1). 

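The mean coefficient of Clontech exceeded that of SMART-seq2 by 0.00306. The mean varied between multinomial simulations of a protocol with an SD of 0.000477 for Clontech and 0.000425 for SMART-seq2. The difference was larger than this counting error. The simulations hold no variation between libraries, so they cannot decide whether the protocols differ. The difference lay under the limit of 0.005 set in advance as no difference. Clontech had the higher coefficient for 52.2% of the 1677 genes that passed in both. Over the alternatives set in advance the difference ranged from -0.00337 to 0.00925, changing its sign.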

Taken together, all of these measures indicate that the TruSeq protocol is better able to capture the linear trend in increasing transcript number.

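The variation beyond counting error was estimated at full depth as edgeR's common dispersion over the libraries of a protocol, with the mixture as an offset, and is given as a coefficient of variation. For the D. virilis genes it was 3.94% in TruSeq, 35.9% in Clontech, 36.8% in TotalScript and 39.9% in SMART-seq2. For the D. melanogaster genes it was 3.06%, 17.2%, 18.4% and 23.4% in the same order, and the SMART-seq2 value fell to 12.4% without the 0% library. A method-of-moments estimate gave 9.84, 40.1, 62.3 and 42.2% for the D. virilis genes in the same order. With alternatives chosen after seeing the data, these values were 3.88, 24.3, 33.0 and 19.7% with a minimum of 100 reads and 3.23, 34.1, 25.4 and 39.2% with the measured shares as mixtures.

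The lowest mean coefficients over the low-volume protocols of experiment 2, among the same shared genes, were those of Dvir\GJ17250, Dvir\GJ23765 and Dvir\GJ11179. They were picked from 686 genes for low coefficients in these protocols, so higher coefficients elsewhere follow in part from the selection. Some of their counts in the 20% libraries lay close to the minimum, such as 22 for Dvir\GJ17250 and 21 for Dvir\GJ23765 in TotalScript. Those of Dvir\GJ11179 did not, at 56, 55 and 55. Dvir\GJ17250 had a mean coefficient of 0.525 over the low-volume protocols and 0.993 in TruSeq, with counts at 0, 5, 10 and 20% of 3, 94, 129 and 265 in TruSeq, 1, 30, 123 and 59 in Clontech, 0, 34, 7 and 22 in TotalScript and 0, 16, 2 and 24 in SMART-seq2, and a coefficient of 0.981 and 0.973 in the 2.5x and 5x dilutions. Dvir\GJ23765 had a mean coefficient of 0.655 over the low-volume protocols and 0.994 in TruSeq, with counts at 0, 5, 10 and 20% of 0, 12, 22 and 55 in TruSeq, 0, 18, 30 and 23 in Clontech, 1, 18, 7 and 21 in TotalScript and 0, 18, 56 and 30 in SMART-seq2, and a coefficient of 0.931 and 0.923 in the 2.5x and 5x dilutions. Dvir\GJ11179 had a mean coefficient of 0.745 over the low-volume protocols and 0.999 in TruSeq, with counts at 0, 5, 10 and 20% of 0, 34, 60 and 120 in TruSeq, 0, 9, 63 and 56 in Clontech, 0, 66, 25 and 55 in TotalScript and 0, 17, 6 and 55 in SMART-seq2, and a coefficient of 0.986 and 0.964 in the 2.5x and 5x dilutions.

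**Figure D1:**
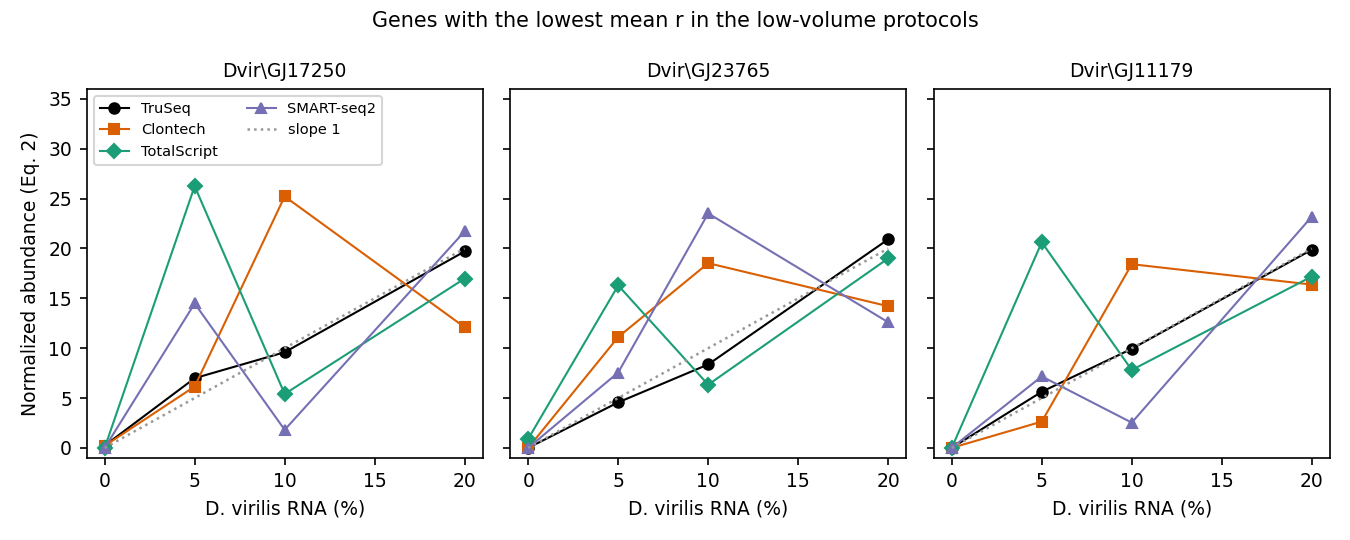
Normalized abundance of the D. virilis genes with the lowest mean coefficient in the low-volume protocols, against the percentage of D. virilis RNA. Each line joins the libraries of a protocol and the dotted line has a slope of 1. TruSeq, whose coefficients were not used to pick these genes, follows it, with a coefficient of 0.999 for Dvir\GJ11179.

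From the slopes, intercepts and correlation coefficients together, the paper concludes that TruSeq captures the linear trend in transcript number better than the low-volume protocols.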

**Figure 1:**
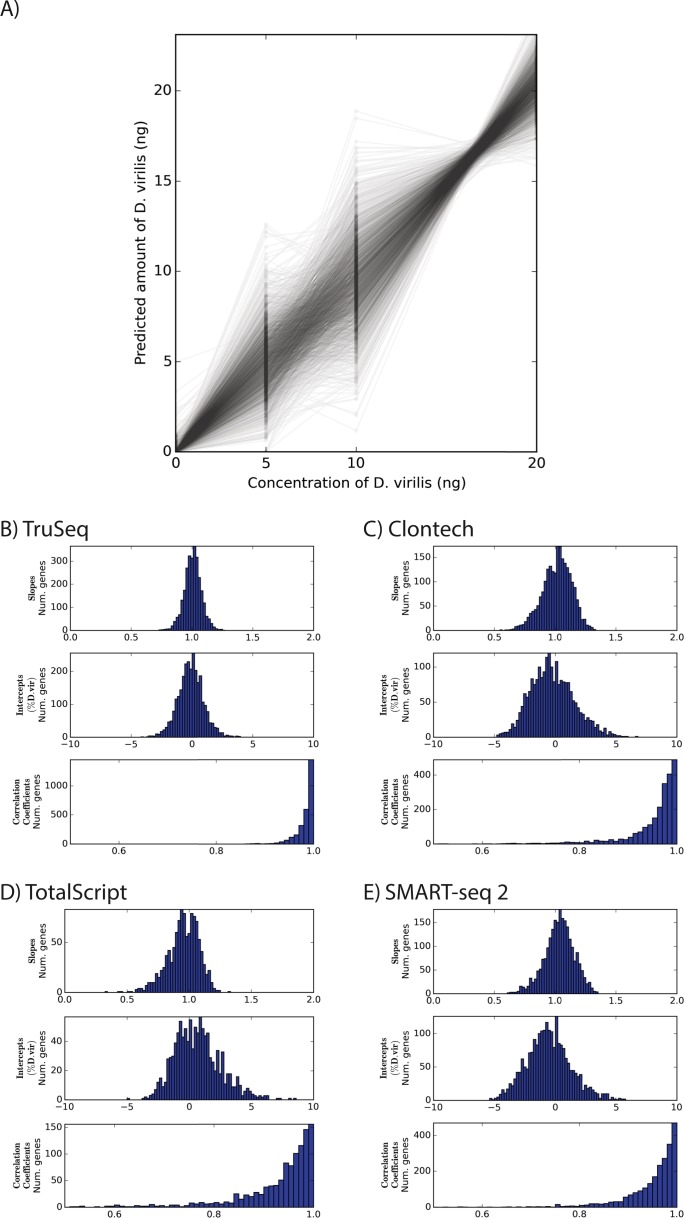
Comparison of linearity between different RNA-seq protocols. (A) Normalized levels of gene expression Â across libraries using the TruSeq protocol, where each line is for a different gene. (B–E) Distributions of slopes, intercepts, and correlation coefficient for linear regressions of the abundance of each gene, as in (A).

While the TruSeq protocol clearly performed better than the low-volume kits (Fig. 1), we wondered how well an ideal RNA-seq protocol could perform. We simulated an experiment with known levels of *D. virilis* spike in and assuming a multinomial distribution of read counts, and repeated the simulation 1,000 times to estimate the distribution of relevant quality metrics (Fig. S4). Surprisingly, the mean correlation coefficient for the TruSeq protocol was higher than the mean correlation coefficient of every repetition of the simulation, though indistinguishable for practical purposes (0.984 vs. 0.982). 

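The simulation drew multinomial counts for each library from the 20% TruSeq library, with the D. virilis probabilities lowered in proportion to the mixture and with the total of each sampled library. Over 1000 simulations the mean correlation coefficient averaged 0.984 and ranged from 0.982 to 0.985, beside the measured 0.983. The mean was at or above the measured value in 899 of the simulations. The measured minus the simulated mean, -0.000477, changed its sign with a filter on the sum of the libraries, to 4.45e-05, and without the 0% library, to 6.43e-05.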

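The interquartile range of the TruSeq slopes was 0.0889. In the simulations it averaged 0.0841 and ranged from 0.0784 to 0.0914, and it was higher than measured in 0.8% of them. Over 100 new random samples of the full-depth TruSeq counts, the measured interquartile range varied from 0.0833 to 0.0922.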

The slopes were equally well clustered around 1, with an interquartile range of 0.0864 for the TruSeq protocol compared to 0.0843, the mean of all simulations; 13% of simulations had a higher IQR. 

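At full depth, with counts divided by each library's total, where TruSeq had 6348 genes with enough reads, its mean coefficient rose to 0.993 and the simulations at that depth averaged 0.995, with every simulation above the measured value. The interquartile range of the slopes fell to 0.0445 at that depth, beside a simulated mean of 0.0378 and a highest simulated value of 0.04001. Each low-volume protocol was simulated from its own 20% library at the sampled depth. The simulated mean coefficient was 0.981 for Clontech, 0.979 for TotalScript and 0.982 for SMART-seq2, and none of the 1000 simulations of any of these protocols fell as low as the measured mean.

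**Figure D2:**
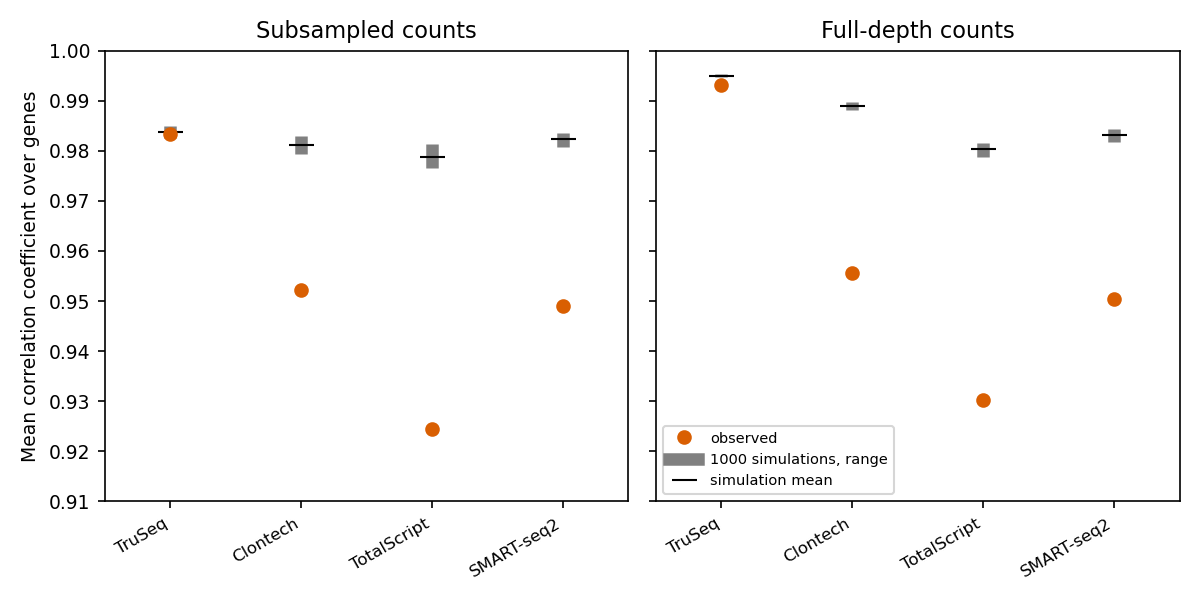
Mean correlation coefficient over genes of each protocol (points), with the mean (line) and range (bar) of its 1000 simulations, after sampling to equal depth on the left and at full depth on the right. The measured value lies inside the simulated range only for TruSeq on the left, at 0.983.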

We thus conclude that the major limiting factor for the TruSeq protocol to generate a linear response in the data is likely the sequencing depth, whereas the other protocols all contain additional biases.

Although there is some variation in the precise shape of the distributions of fit parameters, these were relatively small compared to the difference between any of these and the conventional TruSeq protocol. Indeed, the major differentiator we found among the low-volume protocols we compared was cost. 

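The measured mean coefficient fell short of the protocol's own simulations by a difference of -0.0291 in Clontech, -0.0544 in TotalScript and -0.0332 in SMART-seq2. Without the 5% library the differences were -0.0262, -0.0105 and -0.0250 in the same order. When the simulation took each library's measured share of D. virilis reads as its mixture, they were -0.0253, -0.0144 and -0.0336. TotalScript thus had the largest gap at the mixtures as made and the smallest of these under both alternatives. Without the 0, 10 or 20% library its gap stayed the largest of these, at -0.104, -0.0347 and -0.116. The interquartile range of the slopes was 0.163 in Clontech, 0.163 in TotalScript and 0.156 in SMART-seq2, and the median coefficient 0.973, 0.954 and 0.967, beside 0.990 in TruSeq.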

For only a handful of libraries, the kit-based all inclusive model of the Clontech and TotalScript kits could be a significant benefit, allowing the purchase of only as much of the reagents as required. By contrast, the Smart-seq2 protocol requires the a la carte purchase of a number of reagents, some of which are not available or more expensive per unit for smaller quantities. Furthermore, there could potentially be a “hot dogs and buns” problem, where reagents are sold in non-integer multiples of each other, leading to leftovers. Many of these reagents are not single-purpose, however, so leftovers could in principle be repurposed in other experiments.

**Table 2:** Summary of protocols used in experiments 2 and 3. Cost is estimated per library assuming a enough libraries to consume all reagents at US catalog prices as of May 2014, and includes $2 for TRIzol RNA extraction, but not experimenter labor, sample QC, labware, or sequencing. Difference in prices in the Smart-seq2 protocols entirely due to scaling in cost of Nextera reagents.

Protocol	Shorthand	Cost/library
TruSeq	TruS	$45
Clontech	CT	$105
Epicentre TotalScript	TotS	$115
Smart-seq2, standard protocol	SS	$55
Smart-seq2, 2.5 fold dilution	SS—2.5×	$28
Smart-seq2, 5 fold dilution	SS—5×	$20

**Table 3:** Sequencing summary statistics for libraries. Protocols are the shorthands used in Table 2. Reads indicates the total number of reads, and Mapped the total number of reads that mapped at least once to either genome. Experiments 2 and 3 were run in a single HiSeq lane each. Yield estimates were generated by adjusting Qubit High Sensitivity DNA readings by the average fragment size as measured by Bioanalyzer.

Expt	Protocol	% *D. virilis*	Yield	Total reads	Mapped reads
2	CT	0%	6.5 fmole	3,803,843	3,374,520 (89%)
2	”	5%	15.7 fmole	4,372,738	4,164,781 (95%)
2	”	10%	47.4 fmole	10,013,087	9,527,023 (95%)
2	”	20%	17.8 fmole	4,781,463	4,317,101 (90%)
2	TotS	0%	176.8 fmole	3,281,134	2,930,058 (89%)
2	”	5%	170.2 fmole	2,498,134	2,237,330 (90%)
2	”	10%	102.5 fmole	5,777,523	5,424,366 (94%)
2	”	20%	119.9 fmole	6,068,996	5,740,496 (95%)
2	TruS	0%	2,401.0 fmole	67,560,511	64,024,881 (95%)
2	”	5%	2,001.1 fmole	23,370,854	22,589,083 (97%)
2	”	10%	2,174.2 fmole	39,454,390	38,093,763 (97%)
2	”	20%	2,379.2 fmole	35,265,536	34,304,792 (97%)
2	SS	0%	34.3 fmole	2,439,518	2,297,087 (94%)
2	”	5%	59.6 fmole	2,550,023	2,419,889 (95%)
2	”	10%	67.9 fmole	2,534,628	2,444,568 (96%)
2	”	20%	39.8 fmole	2,504,340	2,389,850 (95%)
3	SS—2.5×	0%	104.4 fmole	15,769,915	14,393,959 (91%)
3	”	1%	124.7 fmole	21,349,748	20,084,131 (94%)
3	”	5%	113.0 fmole	17,047,120	16,329,641 (96%)
3	”	10%	103.5 fmole	23,762,232	22,372,562 (94%)
3	”	20%	123.8 fmole	20,809,781	20,041,548 (96%)
3	SS—5×	0%	59.4 fmole	19,214,155	17,324,598 (90%)
3	”	1%	58.6 fmole	23,832,274	22,364,220 (94%)
3	”	5%	65.4 fmole	18,149,452	17,157,450 (95%)
3	”	10%	28.8 fmole	15,821,419	14,869,864 (94%)
3	”	20%	57.2 fmole	22,466,345	21,620,603 (96%)

**Table 4:** Distribution of fit parameters. A simple linear fit, }{}${\hat {A}}_{i j}={m}_{i}\cdot {Q}_{j}+{b}_{i}$, was computed for each gene *i* and a correlation coefficient *r* was calculated. For brevity, }{}$\bar {x}$ is the mean of some variable *x*, and *σ_x_* is its standard deviation.

Protocol	}{}$\bar {m}\pm {\sigma }_{m}$	}{}$\bar {b}\pm {\sigma }_{b}$	}{}$\bar {r}\pm {\sigma }_{r}$
TruSeq	1.01 ± 0.0698	−0.108 ± 1.05	0.98 ± 0.019
Clontech	1.01 ± 0.12	−0.217 ± 1.79	0.95 ± 0.061
Epicentre TotalScript	0.952 ± 0.129	0.715 ± 1.93	0.93 ± 0.094
Smart-seq2	1.03 ± 0.121	−0.506 ± 1.82	0.95 ± 0.057
Smart-seq2, 2.5 fold dilution	0.996 ± 0.111	0.0623 ± 1.67	0.96 ± 0.053
Smart-seq2, 5 fold dilution	1.01 ± 0.111	−0.173 ± 1.66	0.96 ± 0.049

### Experiment 3: further modifications to the SMART-seq2 protocol

Although the SMART-seq2 was the cheapest of the protocols when amortized over a large number of libraries, we wondered whether it could be performed even more cheaply without compromising data quality. This would enable us to include more biological replicates in the future experiments for which we are evaluating these protocols. In the original protocol, we noticed that roughly 60% of the cost came from the Nextera XT reagents. Thus, reducing the cost of tagmentation was the obvious goal to target.

We made additional libraries, again starting with 1ng of total RNA. We amplified a single set of spike-in libraries with 0, 5, 10, and 20% *D. virilis* total RNA as in experiment 2, and made a single an additional sample with 1% *D. virilis* RNA. 

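Experiment 3 comprised 10 libraries, with 1 library for each of 0, 1, 5, 10 and 20% D. virilis RNA in each of 2 dilutions of the tagmentation reaction, again without replicates. At full depth the reads counted on genes ranged from 12475400 to 18148160 (median 15993421) in the 2.5x dilution and from 12233291 to 19177877 (median 14841631) in the 5x dilution. The paper's numbers of mapped reads were 14393959 to 22372562 and 14869864 to 22364220. After the authors' sampling to the depth of experiment 2, the counts on genes ranged from 1848161 to 2090733 (median 2033878) and from 1932215 to 2055959 (median 1974004). The counts were made and fitted as in experiment 2, from the 0, 5, 10 and 20% libraries, and the 1% library entered the fit only as an alternative. The share of D. virilis reads at 0, 1, 5, 10 and 20% was 0.0623% (0.0590 to 0.0657%), 0.872% (0.859 to 0.884%), 4.37% (4.35 to 4.40%), 8.32% (8.28 to 8.36%) and 17.6% (17.5 to 17.6%) in the 2.5x dilution, with Wilson intervals as above. In the 5x dilution it was 0.0605% (0.0572 to 0.0640%), 0.870% (0.857 to 0.882%), 4.32% (4.29 to 4.35%), 8.37% (8.33 to 8.41%) and 17.7% (17.6 to 17.7%).

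**Figure D3:**
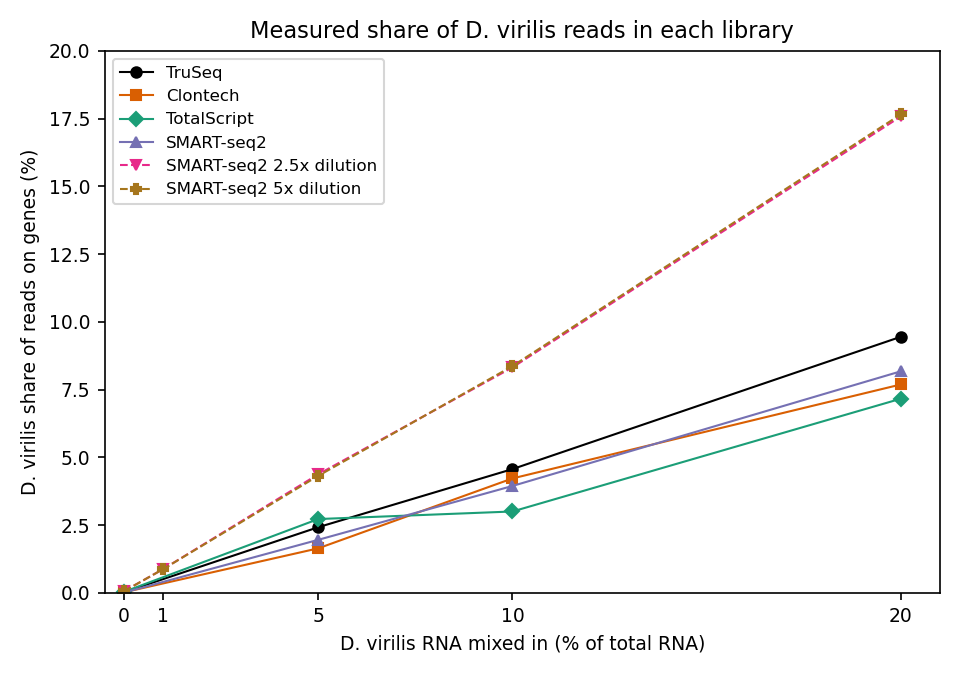
Share of D. virilis among the reads on genes of each library, in percent, against the percentage of D. virilis RNA mixed in, after sampling to equal depth. Lines join the libraries of a protocol; at 20% both dilutions lie near 17.7% and the protocols of experiment 2 between 7.16 and 9.45%.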

Starting at the point in the SMART-seq2 protocol where tagmentation was started, we performed reactions in volumes 2.5 × and 5 × smaller, using proportionally less cDNA as well. Due to the low total yield, we increased the number of enrichment cycles from 6 to 8 (see ‘Methods’).

When normalized to the same number of reads as in experiment 2, the protocols with diluted Nextera reagents performed effectively identically: for instance, the mean correlation coefficients were in both cases 0.96 ± 0.05 (Fig. 2 and Table 4). This is despite the additional cycles of enrichment, which improved yield.

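In the sampled counts, 4179 D. virilis genes passed the minimum in the 2.5x dilution and 4260 in the 5x dilution. Their correlation coefficient averaged 0.956 ± 0.0549 (SD over genes) in the former and 0.959 ± 0.0506 in the latter, a difference of -0.00275. The slope averaged 0.995 ± 0.113 and 1.01 ± 0.112, and the intercept 0.0719 ± 1.69 and -0.163 ± 1.69. Among the 3971 genes that passed in both, the 2.5x dilution had the higher coefficient for 48.1%. Over the alternatives set in advance, the difference in the mean ranged from -0.00640 to 0.00283. Both means lay under all 1000 simulations of the dilution, with a measured minus simulated mean of -0.0284 and -0.0271. At full depth, with counts divided by each library's total, 6152 and 6196 genes passed and the mean coefficients were 0.946 and 0.943. On the genes of the sampled fit, an alternative chosen after seeing the data, full depth gave 0.969 and 0.968. The coefficient of variation beyond counting error at that depth was 40.0% and 40.3% for the D. virilis genes, and 22.4% and 21.5% for the D. melanogaster genes. On the sampled counts the D. virilis values were 29.5% and 30.3%, beside 39.7% in SMART-seq2 of experiment 2. With a minimum of 100 reads at full depth, chosen after seeing the data, they were 35.6% and 36.2%, beside 19.7%. The genes that passed differed between the runs, so these values do not rank the reactions.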

**Figure 2:**
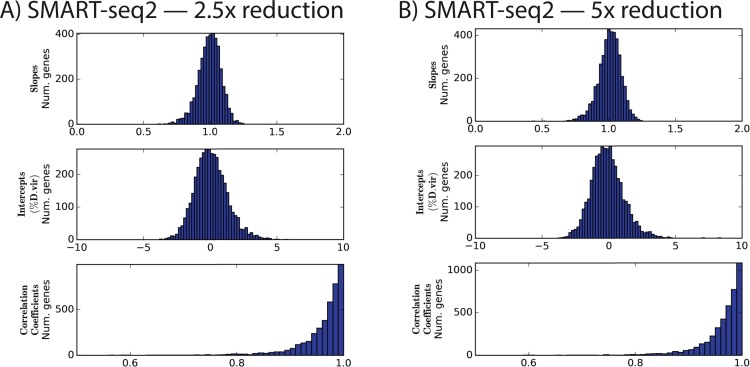
Distributions of slopes, intercepts, and correlation coefficients for experiment 3. Nextera XT reactions were reduced in volume by the indicated amount.

Because we used a common set of pre-amplified cDNA samples that was performed in a distinct pre-amplification from experiment 2, we can estimate the contribution of that pre-amplification to the overall variation. If, in fact, the pre-amplification is a major contributor to the variation, then we would expect to find that the correlation between, for instance, the slopes of two runs of the same experiment with different pre-amplifications would be significantly lower than the correlation between the slopes of two runs using the same pre-amplified cDNA pools.

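The slopes of the 2.5x and 5x dilutions, which came from the same pre-amplified cDNA, had a Pearson correlation of 0.654 over the 3971 genes that passed in both. Between the 2.5x dilution and the SMART-seq2 libraries of experiment 2, which had their own pre-amplification, the correlation was 0.0256 over 2309 genes. These correlations are across genes, which are not independent replicates. In 100 simulations with counting error alone, chosen after seeing the data, the correlation reached at most 0.0714 for the former pair and 0.0601 for the latter. With a minimum of 100 reads the correlations were 0.789 and 0.240, the latter over 175 genes.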

Unsurprisingly, the sets of samples that used the same preamplification were more correlated with each other than with the set of samples that used a separate pre-amplification (Fig. 3). By analogy to dual-reporter expression studies such as Elowitz et al. (2002), we term variation along the diagonal “extrinsic noise” (*η_ext_* = std(*m*_1_ + *m*_2_)), and variation perpendicular to the diagonal “intrinsic noise” (*η_int_* = std(*m*_1_ − *m*_2_)), being intrinsic to the pre-amplification step. Using that metric, the intrinsic noise is lower for the samples with the same pre-amplification (*η_int_* = 0.09) than for the samples with different pre-amplifications (*η_int_* = 0.16). 

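The standard deviation of the difference between a gene's slopes was 0.0920 for the pair with the same pre-amplification and 0.157 for the pair with different pre-amplifications. Counting error alone gave 0.0837 to 0.0889 for the former and 0.0856 to 0.0939 for the latter. Without the 0% library the intrinsic noise rose to 0.227 and 0.391. The normalization makes it rise, so these values do not test the noise. Leaving out a library with almost no D. virilis reads multiplies every gene's deviation in slope by nearly the same factor. The paper reasons that a pre-amplification that contributes much to the variation lowers the correlation between runs that do not share it, and it calls the variation across the diagonal intrinsic to the pre-amplification step.

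**Figure D4:**
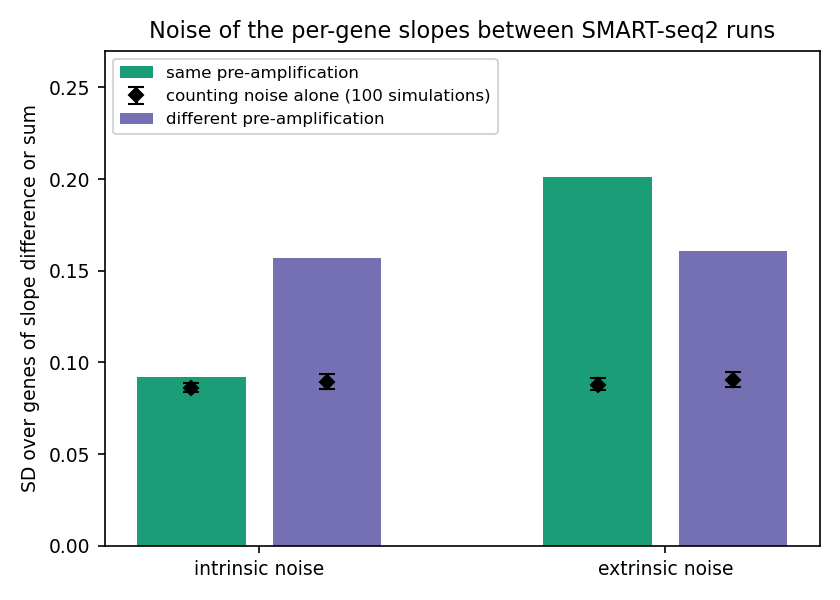
Intrinsic and extrinsic noise of the slopes for the pair with the same pre-amplification and the pair with different pre-amplifications, as SD over genes, beside the values from counting error alone. The intrinsic noise is 0.0920 and 0.157 for these pairs.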

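The standard deviation of the sum of a gene's slopes was 0.201 for the pair with the same pre-amplification and 0.161 for the pair with different pre-amplifications. Simulated counting error gave at most 0.0913 and 0.0946. On the 2291 genes that passed in all 3 SMART-seq2 runs, the values were 0.190 and 0.161. Without the 0% library they rose to 0.499 and 0.399 on the genes of each pair, which again follows from the normalization.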

Somewhat surprisingly, the extrinsic noise is higher for the samples with the same pre-amplification (*η_ext_* = 0.20 vs. *η_ext_* = 0.16), perhaps due to the 2 additional cycles of PCR enrichment.

**Figure 3:**
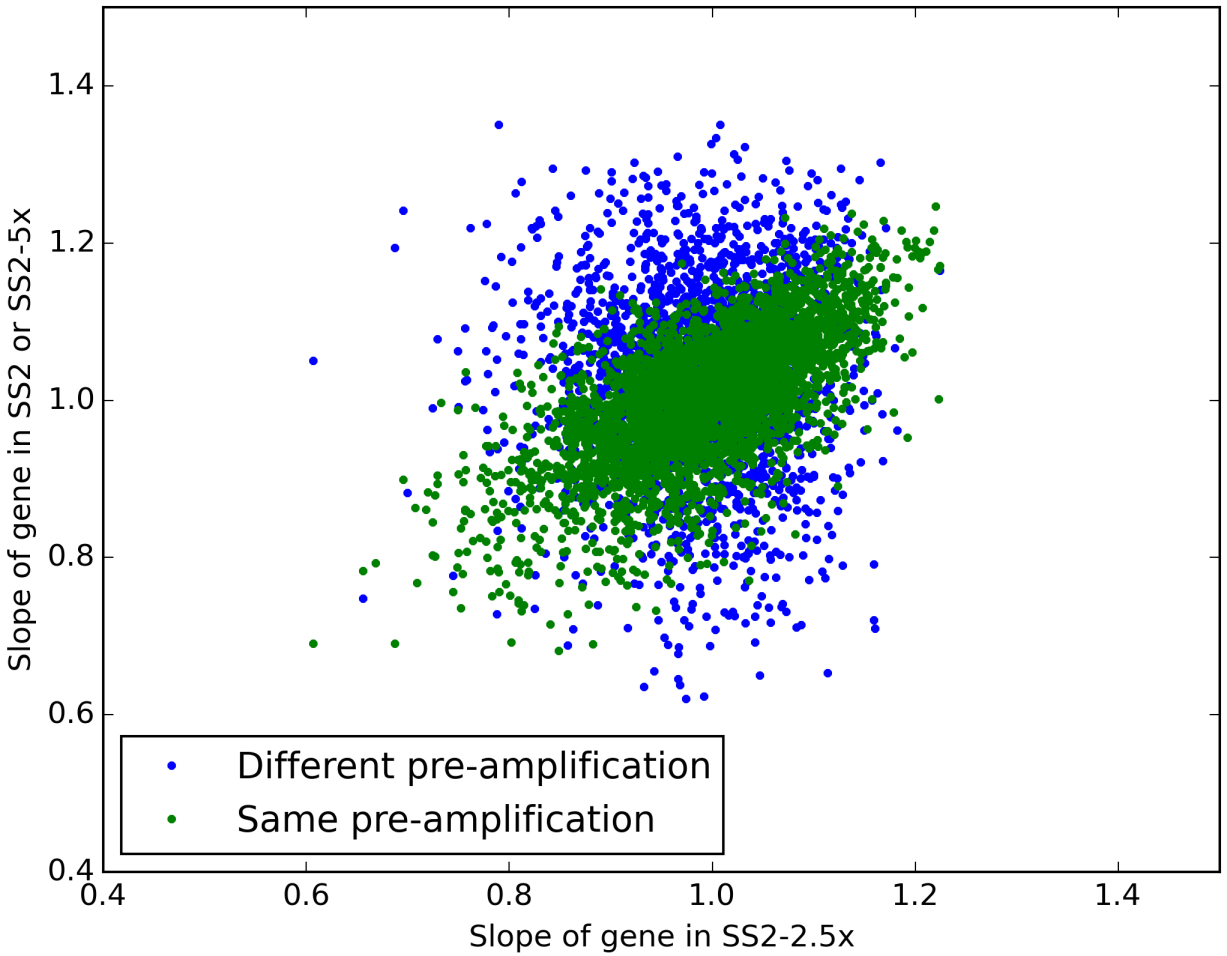
Estimating the source of preamplification noise. Plotted are the estimated slopes for each gene between experiments. The blue, “Different pre-amplification” compares the 2.5× diluted and full sized reactions, whereas the green “same pre-amplification” points compare the 2.5× and 5× dilution samples, which used the same pre-amplified cDNA but different tagmentation reactions.

## Discussion

When sample size is not the limiting factor, it is clear that using well-established protocols that involve minimal sequence-specific manipulation of the sample yields the best results, both in terms of reproducibility and linearity of response. However, if it is not practical to collect such relatively large samples, experiment 2 shows that any of the “single-cell” protocols we have tested should perform similarly to each other, and can be used as a drop-in replacement. While preamplification steps do introduce some detectable variance, it is not vastly detrimental to the data quality, and does not introduce obvious sequence-specific biases.

Such methods should be strongly preferred if it is feasible to collect a suitably homogenous sample. While bulk tissues may be a mixture of multiple distinct cell types, this may or may not affect the particular research question an RNAseq experiment is designed to answer. In our hands, the lower limit of reliable library construction using the Illumina TruSeq kit is approximately 70 ng of total RNA and we have used this amount of RNA in as-yet unpublished experiments on dissected slices of embryos. With non precious samples, the practical limit is likely to be even lower. The manufacturer suggested 100 ng is almost certainly safe, and we can think of relatively few experiments where it is not practical to collect more RNA than this. Although we have anecdotally observed significant user-to-user variation within our lab, it seems unreasonable to expect order-of-magnitude improvements are possible in techniques for precious samples. We suggest that this limit may be related to cDNA binding to tubes or purification beads, but since the quantities are lower than the detection threshold of many standard quality control approaches, we cannot directly verify this.

Compared to the regimes these protocols were designed for, we used a relatively large amount of input RNA—1 ng of total RNA—corresponding to approximately 50 nuclei of a mid-blastula transition *Drosophila* embryo. Previous studies have shown that this amount of RNA is well above the level where stochastic variation in the number of mRNAs per cell will strongly affect the measured expression of a vast majority of genes (Marinov et al., 2013). It is nevertheless a small enough quantity to be experimentally relevant. For instance, we have previously dissected single embryos into approximately 12 sections, yielding approximately 10 ng per section (Combs & Eisen, 2013), and one could conceivably perform similar experiments on imaginal discs or antennal structures, which contain a similar amount of cells (Klebes et al., 2002; Hansson & Anton, 2000).

One of the more striking results is that costs can be significantly reduced by simply performing smaller reactions, without noticeably degrading data quality. We do not suspect this will be true for arbitrarily small samples, such as from single cells. Instead, it is likely only true for samples near the high end of the effective range of the protocol. We have not explored where this result breaks down, and strongly caution others to verify this independently using small pilot experiments before scaling up.

## Conclusions

The selection of protocols for performing RNAseq depends on the amount of material available to be profiled. We found that high quality libraries can be generated with slightly less than the manufacturer’s recommended minimum using the standard Illumina TruSeq protocol. When sufficient material is available to use the TruSeq protocol, we find that this produces data with a better linear response to the increasing concentration of any given gene than a number of different “single cell” protocols, which have roughly comparable performance in this metric. Finally, we found that at least one of these protocols, SMARTseq2 could be easily modified to significantly reduce the cost of library preparation, without compromising data quality.

## Supplemental Information

10.7717/peerj.869/supp-1 Text S1 Estimating complexity of RNAseq libraries Click here for additional data file.

10.7717/peerj.869/supp-2 Supplemental Information 1 Representative Bioanalyzer traces of libraries with both good and abnormal size distributions Click here for additional data file.

10.7717/peerj.869/supp-3 Supplemental Information 2 Histograms of distributions of expression levels for all the protocols we used Increasing the amount of *D. virilis* in each library increases the average abundance of *D. virilis* genes. Click here for additional data file.

10.7717/peerj.869/supp-4 Supplemental Information 3 Similar to Fig. 1A, we have plotted the abundance of each gene individually for all of the protocols we used Click here for additional data file.

10.7717/peerj.869/supp-5 Supplemental Information 4 Fit parameters for one iteration of a multinomial simulation of Experiment 2 The distributions are practically indistinguishable from the corresponding distribution for the TruSeq data, in 1B. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

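The deposited tables hold 26 RNA-seq libraries, made from mixtures of D. melanogaster and D. virilis total RNA, with 1 library per protocol and mixture. The authors mapped single-end reads of 50 bp with STAR to the combined FlyBase genomes of both species and counted reads per gene name with htseq-count, without regard to strand, and the deposited values are these raw counts, at full depth and after the authors' random sampling to an equal number of alignments. The columns carry the label FPKM, but every value is a whole number and the last 5 entries are the categories of htseq-count, so they were used as counts. The table of sampled counts lists 28126 genes and the full-depth table 28133, of which 14333 and 14331 are D. virilis genes by their prefix. The remaining genes were taken as D. melanogaster genes.

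The sampled counts were the main input to the fits and the full-depth counts to the estimates of variation beyond counting error. Over the 26 libraries at full depth, 47.3 to 82.7% of the alignments were counted on genes, 5.96 to 41.2% belonged to reads without a unique place, 6.16 to 12.6% fell outside genes and 1.84 to 2.63% were ambiguous. Shares of reads were given Wilson intervals at 95%, which cover counting error only.

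For each protocol, the D. virilis genes with at least 20 reads in the 20% library were normalized by Eq. (2) and fitted by ordinary least squares over the 0, 5, 10 and 20% libraries, with Pearson's correlation coefficient beside each fit. For the simulations, multinomial counts were drawn 1000 times for each protocol from its own 20% library, with the D. virilis probabilities lowered in proportion to the mixture and the remainder given to D. melanogaster as a whole, at the total count on genes of each library, and were filtered and fitted in the same way. The intrinsic and extrinsic noise were the SD over genes of the difference and the sum of the slopes. Variation beyond counting error was the square root of edgeR's common dispersion. For the D. virilis genes it came from the 5, 10 and 20% libraries, with the mixture times the total on genes as an offset. For the D. melanogaster genes it came from the 0, 5, 10 and 20% libraries, with TMM scaling and no mixture. No test was made between protocols. No library repeats a mixture within a protocol, and genes are not replicates.

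The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The random seed was 869. The fit was tested on simulated data with 1982 genes, of which 200 had a true slope of 0.833, and gave 0.832 for these on average. The common dispersion was tested on counts simulated with a coefficient of variation of 5 and 40%, and gave 4.89 and 39.7% at the depth of TruSeq and 3.71 and 39.4% at that of SMART-seq2. A method-of-moments estimate gave 9.04 and 44.9% and 11.0 and 43.8% on the same counts.

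The genes named in the text follow a rule set in advance. They are, among the genes that passed the minimum in all 6 protocols, the 3 with the highest mean sampled count in the 20% libraries, the 3 with the lowest coefficient in TruSeq and the 3 with the lowest mean coefficient over the low-volume protocols of experiment 2, and also the 3 D. virilis genes with the highest full-depth count summed over the 0% libraries.

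The alternatives were full depth with counts divided by each library's total on genes, scaling by total counts, by TMM or by DESeq2 size factors, minimums of 1, 50 and 100 reads, a minimum of 35 reads on the sum of the libraries, the genes passing in all protocols, the median over genes, each library left out, the 1% library added, other base probabilities or mixtures for the simulation, and other genes, runs or a rank correlation for the noise. Alternatives chosen after seeing the data were the measured share of D. virilis reads as the mixture, full depth on the genes of the sampled fit, equal counts on genes, new random samples of the full-depth counts, each with its own simulations for TruSeq, mixtures measured on other D. virilis genes than those fitted, the gene profile of the 1% libraries, counts scaled by their total for an exchange of libraries, thinned dilutions, simulated counting error for the noise, a minimum of 100 reads for the D. virilis dispersion, a method-of-moments estimate for the D. melanogaster genes, and the SD of the simulated means as the limit for a changed mean. The library yields, the Bioanalyzer traces, the costs and the libraries of experiment 1 have no deposited counts and are not analysed here. The supplementary text and figures were not used here.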

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

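All tests of an explanation in this part were chosen only after the result was seen.

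The 1% libraries of experiment 3 appear in the paper's list of libraries, but the paper reports no fit on them. At full depth, D. virilis genes took 0.868% of their reads on genes in the 2.5x dilution and 0.869% in the 5x dilution, a signal above the 0% libraries, which held 0.0642% and 0.0613%. D. melanogaster reads assigned to D. virilis genes would give the 1% libraries the gene profile of the 0% libraries. At the number of D. virilis reads of the 0% library, the profile of the 1% library overlapped with that of the 20% library by 61.5% in the 2.5x dilution and 62.7% in the 5x dilution, as the mean of 100 draws. The 0% libraries overlapped by 46.0% and 46.8%, and random draws from the 20% library by 69.8% and 71.7%, which argues against misassigned reads as the whole signal. With the 1% library as a further level, the mean correlation coefficient was 0.961 in the 2.5x dilution and 0.962 in the 5x dilution. The mixture is the only condition that differs between these libraries, and no biological explanation was tested.

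In the Clontech 20% library, 12.6% of the alignments at full depth fell outside genes, far from the other Clontech libraries at 8.54 to 8.85%. It was 1 of 24 groups of libraries in which a library stood apart by Dixon's ratio, and chance alone sets a library apart in about 1 in 20 groups. Reads of D. virilis outside its annotated genes would make the 20% library the highest in every protocol. This held in 3 of the 5 other protocols. Within Clontech, they would also raise the 10% library, in proportion to its D. virilis share, to 10.7%, but it lay at 8.68%, between the 0% and 5% libraries at 8.54% and 8.85%, which argues against such reads as the whole cause. A property of this library was not tested and stays open. No biological explanation was tested, since the design has no biological condition.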

How the results depend on the processing

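The measured share as the mixture, equal counts on genes, full depth on the genes of the sampled fit, new random samples of the full-depth counts, and the minimum of 100 reads for the D. virilis variation were chosen only after the data were seen, as was the SD of the simulated means as a limit, whereas every other alternative in this part was chosen before the data were examined. The comparisons named below kept their direction under every alternative set in advance with 3 exceptions. Over the alternatives of the latter kind, the difference between Clontech and SMART-seq2 ranged from -0.00337 to 0.00925, and that between the dilutions from -0.00640 to 0.00283, against a limit of 0.005 set in advance as no difference. The measured minus the simulated mean coefficient of TruSeq, -0.000477, was 4.45e-05 with a minimum on the sum of the libraries and 6.43e-05 without the 0% library. Without the 0% library, the wider slopes and the larger noise differences follow from the normalization, since that library holds almost no D. virilis reads. The cause of the other changes below was not tested.

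The mean coefficient of TruSeq exceeded that of Clontech by 0.0312, of TotalScript by 0.0589 and of SMART-seq2 by 0.0342. With a minimum of 1 read these differences became 0.0551, 0.142 and 0.0644. For SMART-seq2 it was 0.0185 with 50 reads, and with 100 reads the differences to Clontech and SMART-seq2 were 0.0131 and 0.0104. With a minimum on the sum of the libraries these were 0.0491 and 0.0525. With medians over genes the differences to Clontech, TotalScript and SMART-seq2 were 0.0176, 0.0363 and 0.0228. Without the 10% library they were 0.00822, 0.0369 and 0.0105, and without the 0% library 0.0484 for Clontech and 0.111 for TotalScript. The difference to TotalScript was 0.0117 without the 5% library, 0.123 without the 20% library, 0.0378 with total-count scaling and 0.0282 with measured shares. With equal counts on genes, those to Clontech and TotalScript were 0.0206 and 0.0374.

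Clontech minus SMART-seq2, 0.00306, became 0.00514 at full depth, 0.00636 with total-count scaling, 0.00925 with a minimum of 1 read, 0.00525 with medians, 0.00503 without the 20% library, 0.00542 with measured shares and 0.0133 at full depth on the genes of the sampled fit. The 2.5x minus the 5x dilution became -0.00640 without the 0% library. The interquartile range of TruSeq minus its simulations, 0.00477, became 0.00719 with a minimum of 1 read, 0.0105 without the 0% library and 0.00334 as the mean over 100 new random samples of the full-depth counts, in 4 of which it was negative, down to -0.000896. The mean coefficient lay above the simulated mean in 3 of these samples.

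The measured minus the simulated coefficient of Clontech, TotalScript, SMART-seq2 and the 2.5x and 5x dilutions was -0.0291, -0.0544, -0.0332, -0.0284 and -0.0271. With a minimum of 1 read it was -0.0472, -0.102, -0.0591, -0.0462 and -0.0467, and without the 10% library -0.00776, -0.0347, -0.0102, -0.00950 and -0.00850. With 100 reads it was -0.0127 for Clontech, -0.0104 for SMART-seq2 and -0.0181 for the 2.5x dilution, and with 50 reads -0.0186 for SMART-seq2. With a minimum on the sum it was -0.0447 for Clontech and -0.0502 for SMART-seq2. With medians it was -0.0165, -0.0330, -0.0177 and -0.0173 for Clontech, TotalScript and the dilutions. Without the 0% library it was -0.0439 for Clontech and -0.104 for TotalScript. For TotalScript it was -0.0105 without the 5% library, -0.116 without the 20% library and -0.0144 with simulations at the measured shares. At full depth it was -0.0499 and -0.0517 for the dilutions.

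The intrinsic noise with the same minus different pre-amplifications, -0.0650, became -0.103 with a minimum of 1 read, -0.0289 with 100, -0.164 without the 0% library, -0.0421 without the 10% library and -0.105 at full depth on the genes of the sampled fit. For the extrinsic noise, 0.0403 became 0.1000 at full depth, 0.0257 on the genes passing in all protocols, 0.100 without the 0% library and 0.0254 without the 10% library. The D. virilis coefficient of variation became 9.84% in TruSeq and 62.3% in TotalScript by the method of moments, and 19.7% in SMART-seq2 with a minimum of 100 reads. The D. melanogaster value of SMART-seq2 fell from 23.4% to 12.4% without the 0% library. At full depth the D. virilis share was 9.40% in the 20% TruSeq library and 8.32% in the 10% library of the 5x dilution.

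Of the single values per protocol, the mean slope ranged from 0.982 to 1.02 in TruSeq, 0.975 to 1.07 in Clontech, 0.851 to 1.05 in TotalScript and 0.988 to 1.09 in SMART-seq2, and the mean intercept from -0.349 to 0.274, -0.624 to 0.374, -0.812 to 1.73 and -1.30 to 0.181. They moved by more than the SD of the simulated means in 81 and 82 of 86 combinations of protocol and alternative. By the same limit, the mean coefficient moved in 84 of 86. By a factor of 1.5, the limit set in advance, the distance of the mean coefficient from 1 moved in 32 of 86, the slope interquartile range in 18 of 80, and the number of genes passing in 33 of 80. The depth limits which genes pass, with 2921 in TruSeq after sampling and 6348 at full depth.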

Differences from the paper's values

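The new random samples of the full-depth counts were chosen only after the result was seen, and no other alternative in this part was.

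The interquartile range of the slopes was higher than the measured TruSeq value in 0.8% of the simulations here, whereas the paper's value is 13%. Every alternative set before the data were examined also differed from the paper's value. The percentage was 0% with a minimum of 1 read, 7.4% with 50, 6% with 100 and 3.1% with a minimum on the sum of the libraries. Without the 0, 5, 10 or 20% library it was 1.6, 0.7, 0.5 and 1.4%. It was 0.8% with total-count scaling, 0.5% with pooled base probabilities, 2.6% with simulations at the measured shares and 0% at full depth. Over 100 new random samples of the full-depth TruSeq counts, chosen after seeing the values and each set beside 1000 simulations of its own, the percentage ranged from 0 to 68.3%, with a median of 3.10%, and this range includes the paper's value.

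The paper places the mean correlation coefficient of TruSeq above that of all its simulations. Here, 899 of 1000 simulations had a mean coefficient at or above the measured one. Over the alternatives set in advance, this percentage was lowest without the 0% library, at 44.6%, and over the new random samples, chosen after seeing the values, it was at least 29.7%, so none of these placed the measured value above every simulation.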

Other observations

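The tests chosen only after the result was seen were those of random sampling and of misassigned reads for the D. virilis share, of mixtures measured on other genes for TotalScript, of scaled counts and of the direction between the 5% and 10% libraries for their exchange, of equal counts on genes and thinned dilutions as settings, of the additional cycles and the shared cDNA for the extrinsic noise, and of counting error for the spread of TruSeq slopes. The design has no biological condition, so no biological explanation was tested for any pattern in this part.

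The D. virilis share of the 20% library was 2.15 times as high in the 2.5x dilution as in SMART-seq2 of experiment 2. Random sampling of the reads is argued against, because the shares at both depths differed by a ratio of at most 1.01 in the libraries with D. virilis RNA. So are a few abundant genes, because the median gene had a ratio of 1.92 over 2309 genes (quartiles 1.46 and 2.48), and D. melanogaster reads assigned to D. virilis genes, because the 0% libraries of experiment 3 held at most 0.0642%. Another preparation of the D. virilis RNA may have been used in experiment 3, and one with other relative levels of its genes would scatter the D. virilis genes more than D. melanogaster genes of the same counts. The ratio of the spreads of log2 changes was 0.969 for genes with 100 to 200 reads, 1.06 with 50 to 100 and 1.06 with 200 to 400. The test thus found no sign of other relative levels in D. virilis alone. It could not detect new preparations of both RNAs, because the D. melanogaster genes would then scatter more as well. Another preparation with the same relative levels and another mixing ratio cannot be told apart, because either would scale all D. virilis genes alike.

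In TotalScript, the D. virilis share of the 10% library was 0.419 times that of the 20% library, and that of the 5% library 0.380 times. If the 5% and 10% libraries had been exchanged, exchanging them back would raise the mean correlation coefficient, and on unscaled counts it rose from 0.924 to 0.933. After division by the total count on genes, it fell from 0.945 to 0.922. An exchange by itself would also leave the library named 10% with the lower share and with most genes lower. Its share was 3.00% (2.97 to 3.03%) against 2.72% (2.70 to 2.75%) in the 5% library, with 95% Wilson intervals in parentheses, and 63.1% of the genes were higher in it, against 93.7% in TruSeq, which argues against an exchange as the whole cause. A shift of the whole library is a candidate explanation for the 10% library, since the median gene had a 10% to 20% ratio of 0.379, near the ratio of the totals. For the 5% library, the median gene had a ratio to the 20% library of 0.308 (quartiles 0.216 and 0.439). This lay further from its ratio of the totals, 0.380. The median gene also lay under the ratio of the totals at 5% in every other protocol, as in SMART-seq2 with 0.195 beside 0.239. The gap in TotalScript therefore cannot decide whether its whole 5% library was shifted.

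TotalScript had the lowest mean coefficient, 0.924, but without the 5% library the order reversed, with 0.976 in TotalScript, 0.959 in Clontech and 0.962 in SMART-seq2. With mixtures measured on a random subset of the D. virilis genes, as large as the remainder, the remaining genes had a mean coefficient of 0.955 over 100 splits (range 0.950 to 0.960), beside 0.924 with the mixtures as made, 0.955 in Clontech and 0.950 in SMART-seq2, which is consistent with departures of whole libraries from the mixture. With 1210514 counts on genes in every library, it was 0.944, still under 0.961 in Clontech and 0.957 in SMART-seq2, which argues against fewer counts as the whole cause.

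The 0% libraries held D. virilis reads. If these had been carried over from libraries with D. virilis RNA, they would spread over as many genes as a random draw from the 20% library. The genes detected were 0.801 of those from such a draw as the median over protocols, from 0.427 in SMART-seq2 to 0.902 in TotalScript. The 10 most abundant genes took 50.4% of these reads in SMART-seq2 and 8.10% in the 2.5x dilution. The overlap with the gene profile of the 20% library was also under that of such a draw in every protocol. In the 2.5x and 5x dilutions it was 46.0% and 46.8%, against at least 68.7% and 71.2% over 100 draws. This argues against carry-over as the whole source in the dilutions. The parts of carry-over and misassigned reads cannot be told apart, because a mixture of both gives such intermediate values.

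The squares of the intrinsic and extrinsic noise add up to a total that depends only on the spread of the slopes. The root of that total was 0.221 with the same and 0.225 with different pre-amplifications, so a higher correlation alone raises the extrinsic and lowers the intrinsic noise. Deviations shared through the common cDNA are a candidate explanation of the higher extrinsic noise, since the slopes had a correlation of 0.654, against at most 0.0714 from counting error. The 2 additional enrichment cycles would widen the total spread. On the genes passing in all 3 runs, the ratio of the totals, same over different, was 0.920. Beyond counting error, the totals on the genes of each pair were 0.184 with the same and 0.186 with different pre-amplifications. These values argue against a wider spread from the cycles as the cause. An effect of the cycles by themselves cannot be isolated, because cycles and cDNA changed together between the experiments. At full depth on the 3971 genes that passed in both dilutions after sampling, the intrinsic noise with the same pre-amplification was 0.0422 and the extrinsic noise 0.182. With different pre-amplifications they were 0.147 and 0.149, on the 2309 genes of that pair.

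At full depth, the interquartile range of the TruSeq slopes exceeded the mean of its simulations by 0.00661 and lay above every simulation, which argues against counting error alone as the source of the spread.

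Over all pairs of the 6 protocols, the highest correlation of slopes after that between both dilutions was that of Clontech and TotalScript, 0.304 across 821 genes, which are not independent replicates. A common trend of slope with abundance would bring it near 0 after centring within deciles of abundance, and it was 0.210, which argues against that trend as the whole cause.

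With the D. virilis counts of the dilutions thinned to those of SMART-seq2 in experiment 2, the mean coefficient was 0.964 in the 2.5x and 0.964 in the 5x dilution, beside 0.949 in SMART-seq2. The thinning was set for each mixture by itself, so it also gave the dilutions the SMART-seq2 proportions between mixtures. It is therefore not a match of depth alone. The pre-amplified cDNA and the enrichment cycles also differed between the experiments.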
